A study of Mus musculus with 12 samples.

How the data were processed

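The study measured RNA from mouse embryonic fibroblasts in 12 libraries, 3 in each of 4 groups. Per the labels' protocols, cells were grown in pyruvate-free DMEM with 10% serum and infected at a multiplicity of 500 with adenovirus carrying Cre or with empty adenovirus. RNA was purified with RNeasy Plus columns and made into libraries with a NEBNext Ultra kit by a sequencing company. Groups were taken from the sample titles, genotypes and treatments. One deposited table covers the Nrf2 groups and another the Keap1 groups. They list 22114 and 21916 genes, of which 20844 are in both, and the smallest total of a listed gene is 1 read, so genes with no read in a table were left out of it. Genes listed in only 1 table (1270 and 1072) could not enter the test of the difference between the alleles.

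The authors deposited raw read counts per gene, per the file headers, with no normalisation. The aligner, counting tool, genome build, annotation release and use of strand are not stated in the labels or headers, so how reads shared between similar or overlapping genes were counted is unknown. The authors also deposited FPKM, per the file headers. The FPKM were recomputed here from the read count, the listed gene length and the total of the column, and matched to within 5e-10%. The authors' group means of normalised counts (a signal per group, per the file headers) matched the read counts divided by median-of-ratios size factors over the 6 libraries of a table. The authors' log2 fold changes, p-values and adjusted p-values are in the same deposited tables; the tool is not stated, and the log2 values are smaller than the plain ratios of the group means. The authors' adjusted p is missing for 9967 and 11104 genes, and the lowest mean normalised count with one is 35.8 and 81.2. FPKM, group means and the authors' statistics entered no test here.

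Gene positions in the tables were compared with GENCODE M21, an annotation of GRCm38. Of the gene identifiers 99.0% were found in it for either table, 69.2% and 69.0% with the same start and end and 99.98% and 99.97% at overlapping positions, so coordinates are given as the tables list them and named as GRCm38.

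Depth ran from 14963004 to 23818477 counted reads per library. The labelled-knockout replicate 3 was the shallowest. Mitochondrial genes took 0.725% to 1.77% of the reads. Pairs of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 4.66 to 23.2, so no library appeared to be held in duplicate. Counts of Xist were 0 to 7 in every library while counts from the Y chromosome were 2393 to 3695, the pattern of male cells. Whether the libraries of a group came from different embryos or from the same culture is not known here. SD and p-values therefore measure the spread between libraries, which may not be that between embryos.

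Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, scaled by TMM factors and tested with the quasi-likelihood test (glmQLFit and glmQLFTest) in each comparison on its own 6 libraries, and calls had a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change is the fold change divided by the square root of the test statistic. CPM are counts scaled by library size and TMM factor and are given as mean ± SD over 3 libraries. CPM of Mgst1 and Srxn1 in the 4-group comparison are scaled over all 12 libraries. The difference between the alleles was tested in 1 fit of all 12 libraries as the D29H effect minus the R554Q effect, over 14794 genes in both tables. Because raw counts were held, the tests for normalised values that had been planned as a fallback were not needed.

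The 5 gene lists, of 36 NRF2 target, 18 p53 target, 20 interferon, 22 proliferation and 18 amino acid stress genes, were written before the data were examined, from general knowledge of these pathways. They were tested with camera in limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01), with fry and with camera at an estimated correlation as alternatives. The genes named in the text were also set by a rule before the data were examined: Nfe2l2, Keap1 and 7 NRF2 target genes; in each comparison the 5 largest rises and the 5 largest falls among called protein-coding genes with a mean of at least 100 counts, at least 10 in each group and no overlap between the groups; and up to 3 genes in each direction for the difference between the alleles. Other genes are named, after their values were seen, where a count of 5 or fewer was given or where they had fewer counts but rose more.

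The alternatives planned before the data were examined were RLE and upper-quartile scaling, no filter on low counts or a mean count of at least 50, DESeq2 1.42.0, limma with trend, all 12 libraries in one fit, a replicate block, leaving out each library in turn, and stricter thresholds. Offsets for GC content and gene length (a lowess trend per library, span 0.3) were added after the data were seen, because within-group deviations of single libraries correlated with GC content across genes with r from -0.68 to 0.61 and with log gene length with r from -0.43 to 0.47. GC content was known for 99.5% of the genes tested in either comparison.

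The tests were tried on simulated counts drawn from the real means and library sizes with 200 genes changed by 1 on the log2 scale. The dispersion was set by a formula and not taken from the data, and genes with low expected counts were not changed. Trends with GC content or length and correlation between genes, which real libraries can have, were absent from the fits given here. The shares below therefore do not carry over to the real libraries. With 3 libraries per group, edgeR recovered 97% of them among 14370 genes and 95.5% among 14128 genes, with 4.43% and 1.55% false calls. In the fit of 12 libraries it recovered 86.5% among 14794 genes. Of 6 set tests on a changed list all 6 passed an unadjusted p of 0.05, as did 3 of 24 on unchanged lists. The 6 were 3 methods on 1 simulated data set per comparison, so they are not independent.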

Results

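RNA was sequenced from mouse embryonic fibroblasts, primary cells taken from embryos at embryonic day 13.5 to 14.5. The cells were homozygous for 1 of 2 inducible alleles. The first carried the missense change D29H in Nrf2, the transcription factor NRF2 (gene symbol Nfe2l2) that switches on antioxidant and detoxification genes. The second carried the missense change R554Q in Keap1, the adaptor protein that marks NRF2 for degradation. Cells were infected with an adenovirus carrying Cre recombinase, which turns the mutant allele on, or with an empty adenovirus. With the empty virus the Nrf2 allele stays silenced, so that those cells are labelled Nrf2 knockout, and the Keap1 allele acts as wild type. RNA was collected 4 days after infection. Each of the 4 groups (Nrf2 D29H, Nrf2 knockout, Keap1 R554Q and Keap1 wild type) had 3 libraries. Total read counts ran from 14963004 in the library labelled knockout replicate 3 to 23818477 in the library labelled knockout replicate 2, and the other 10 libraries lay between 19661193 and 23012361. The 10 most abundant genes took 5.81% to 6.46% of each library. No group combined wild-type cells with Cre virus, so Cre itself and the mutant allele vary together in both comparisons.

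The transcript of the silenced gene was examined first. Nfe2l2 (ENSMUSG00000015839; chromosome 2, 75675513 to 75704641, minus strand, GRCm38) had 47.6, 40.9 and 42.4 CPM (counts scaled to a common library size) in the 3 libraries labelled knockout. In the D29H libraries it had 50.7, 58.4 and 53.7 CPM. Nfe2l2 reads were therefore present in the libraries labelled knockout, at 80.5% of the mean in the D29H libraries. The log2 fold change of 0.31 (SE 0.10) had an adjusted p of 0.0713 in edgeR's quasi-likelihood test. It was past the threshold with offsets for GC content and gene length (0.39, adjusted p 0.0337) and without D29H replicate 1 (0.36, adjusted p 0.0281), and its adjusted p ran from 0.0281 to 0.293 over the alternatives. Since a gene-level count does not separate a silenced from an active allele, the group is called "labelled knockout" from here on. In the Keap1 comparison Nfe2l2 had 39.9 ± 6.18 CPM in R554Q and 41.9 ± 1.34 CPM in wild type (SD, n = 3 each), with an adjusted p of 0.718 in edgeR. Keap1 (ENSMUSG00000003308; chromosome 9, 21229730 to 21239332, minus strand) differed by less than the spread between replicates in both comparisons. Its log2 fold changes were 0.12 (SE 0.11, adjusted p 0.51) and 0.03 (SE 0.09, adjusted p 0.871).

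Of 7 known NRF2 target genes fixed before the data were examined, Nqo1 changed most. Nqo1 (ENSMUSG00000003849; chromosome 8, 107388225 to 107403206, minus strand) rose from 9.04 ± 1.77 to 122 ± 13.4 CPM between labelled knockout and D29H (SD, n = 3 each). Its log2 fold change was 3.74 (SE 0.13, adjusted p 2.5e-16 in edgeR). Between Keap1 wild type and R554Q it rose from 32.3 ± 0.206 to 344 ± 39.2 CPM, a log2 fold change of 3.41 (SE 0.10, adjusted p 1.1e-13). Gclc, Gclm, Hmox1, Txnrd1 and Srxn1 had log2 fold changes of 1.24, 1.08, 1.39, 1.18 and 1.66 in the Nrf2 comparison, with adjusted p of 1.9e-07 or lower in edgeR. The same genes had log2 fold changes of 1.56, 1.60, 1.10, 1.31 and 2.35 in the Keap1 comparison, with adjusted p of 1.1e-07 or lower. The cystine transporter gene Slc7a11 (ENSMUSG00000027737; chromosome 3, 50364936 to 50443613, minus strand) rose from 3.51 ± 0.651 to 17.9 ± 2.98 CPM in the Keap1 comparison (SD, n = 3 each), a log2 fold change of 2.35 (SE 0.16, adjusted p 2.3e-08 in edgeR). In the Nrf2 comparison its log2 fold change of 0.65 (SE 0.20) was not past the threshold, with an adjusted p of 0.0547. It was past the threshold with no filter on low counts (0.64, adjusted p 0.0016 in edgeR). Without the filter the adjusted p of Nqo1 fell to 1.3e-189 at a log2 fold change of 3.73, while that of Nfe2l2 did not fall (0.0792). The Slc7a11 call without the filter may therefore reflect that setting. In the main fit 1 library weighed on the call. Slc7a11 had 10.5 CPM in labelled-knockout replicate 3 against 5.19 and 4.92 CPM in the other 2 labelled-knockout libraries, and without replicate 3 its log2 fold change was 1.05 (adjusted p 2.5e-05 in edgeR).

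**Figure D1:**
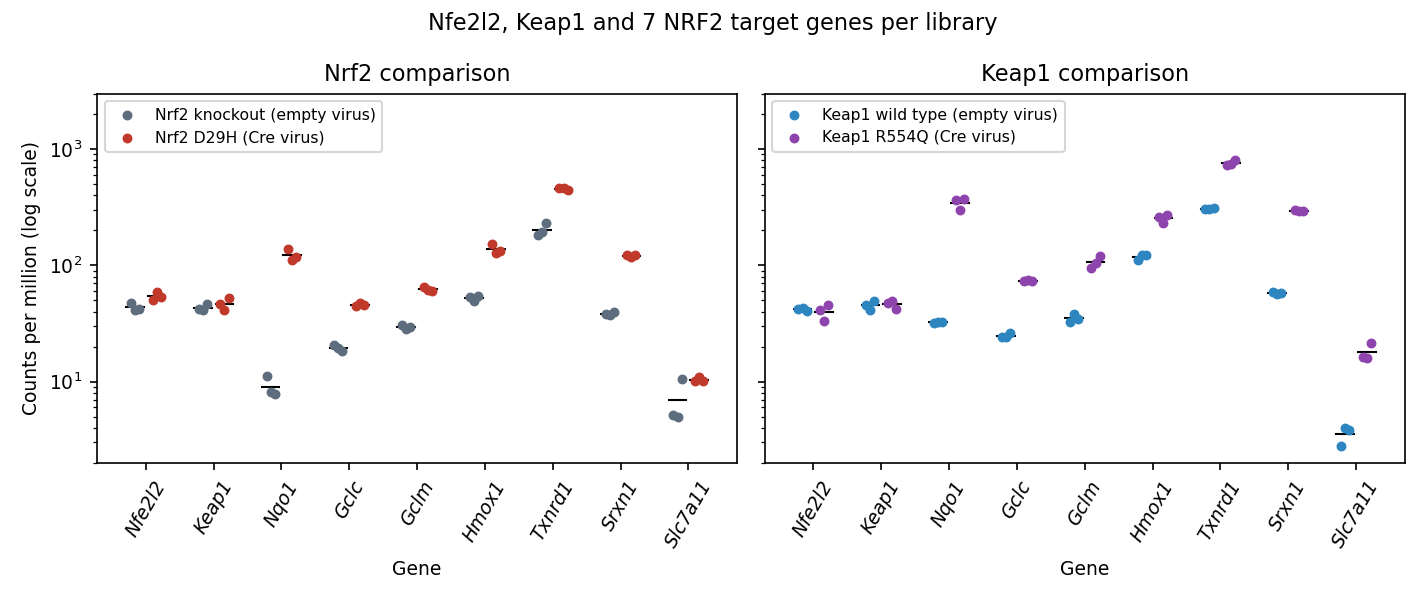
Scaled counts (CPM, log axis) of Nfe2l2, Keap1 and 7 NRF2 target genes in each library; each point is 1 library and each line the mean of the 3 libraries of a group, with the Nrf2 comparison on the left and the Keap1 comparison on the right. Nqo1 rises from a mean of 9.04 to 122 CPM on the left and from 32.3 to 344 CPM on the right, while the Nfe2l2 and Keap1 means of both groups lie between 39.9 and 54.3 CPM.

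The comparison of Nrf2 D29H with labelled knockout asks what expression of the D29H protein changes in cells labelled as lacking functional NRF2. Of 14370 genes tested, 498 were higher and 184 lower in D29H at an adjusted p under 0.05 (edgeR quasi-likelihood test). A change of at least 2-fold was seen for 66 of the higher and 3 of the lower genes. The 3 lower genes, Gm3756, Gm18588 and Hist1h2ao, were looked up after the counts were seen; their names are those of predicted genes and of a member of the histone family, so reads shared with copies of these genes leave their values uncertain. The number of calls depended on single libraries in both directions. Without D29H replicate 1, 1194 genes were higher and 998 lower. Without D29H replicate 2 the counts were 85 and 9, and without D29H replicate 3 they were 72 and 10. Leaving out each labelled-knockout library gave 226 to 599 higher and 75 to 314 lower genes, the lowest without replicate 2. Of the 682 calls, 69 (62 higher, 7 lower) were past the threshold in all 6 of these fits, and no call changed sign. By the rule fixed beforehand, the largest rises after Nqo1 were in Gsta4 (log2 fold change 3.24, SE 0.14), Gstm1 (2.39, SE 0.16), Aox1 (2.27, SE 0.22) and Mgst1 (2.10, SE 0.13), with adjusted p of 1.9e-07 or lower in edgeR. Gsta4, Gstm1 and Mgst1 belong to glutathione transferase families, and reads shared with relatives of Gsta4 and Gstm1 were not excluded. The rule leaves out genes with fewer counts, and some of these rose more than Nqo1. Prl2c3 (4.64, SE 0.61) and Gsta1 (4.47, SE 0.53) had adjusted p of 3.8e-05 or lower in edgeR. They were looked up after their values were seen. Neither was above 0.135 CPM in a labelled-knockout library, so their fold changes start from near 0. The largest falls were in Prss35 (-0.87, SE 0.18), Gjb2 (-0.80, SE 0.11), Ak4 (-0.80, SE 0.12), the transferrin receptor gene Tfrc (-0.73, SE 0.12) and Aqp1 (-0.71, SE 0.12), with adjusted p from 0.00013 to 0.0074. Of the 15 called genes named by the rule, Prss35 alone lost its call in at least 1 fit without a library.

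The comparison of Keap1 R554Q with Keap1 wild type asks what expression of the R554Q protein changes in cells that start with functional Keap1. Of 14128 genes tested, 533 were higher and 339 lower in R554Q (edgeR, adjusted p under 0.05), and 78 and 9 of these changed at least 2-fold. These counts also depended on single libraries. Without R554Q replicate 3, 1530 genes were higher and 1342 lower. The other 5 fits that each left out 1 library gave 186 to 302 higher and 48 to 137 lower genes, with 186 and 52 without R554Q replicate 1 and 193 and 48 without wild-type replicate 2. Of the 872 calls, 182 (155 higher, 27 lower) were past the threshold in all 6 fits, and none changed sign. The largest rises were in Prl2c2 (log2 fold change 3.87, SE 0.18), Prl2c3 (3.44, SE 0.15), Nqo1, Gsta4 (3.21, SE 0.13) and the iron exporter gene Slc40a1 (2.69, SE 0.20), with adjusted p of 7.1e-08 or lower in edgeR. Prl2c2 and Prl2c3 are near-identical neighbours on chromosome 13, so the division of reads between them is uncertain. Prl2c3 and Gsta4 were called higher in the Nrf2 comparison as well. The largest falls were in Nppb (-0.88, SE 0.12), Aspn (-0.87, SE 0.09), Spock3 (-0.81, SE 0.14), Gjb2 (-0.80, SE 0.16) and Klra4 (-0.78, SE 0.17), with adjusted p from 1.1e-05 to 0.0112. Aspn overlaps a gene on the opposite strand, Cenpp, whose counts were 12.4% of those of Aspn, and the use of strand in counting is not stated. Klra4 belongs to a family of similar genes, so its value is uncertain too. Gjb2 and Klra4 lost their calls in at least 1 fit without a library, and the other 14 of the 16 called named genes kept theirs in all 6.

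**Figure D2:**
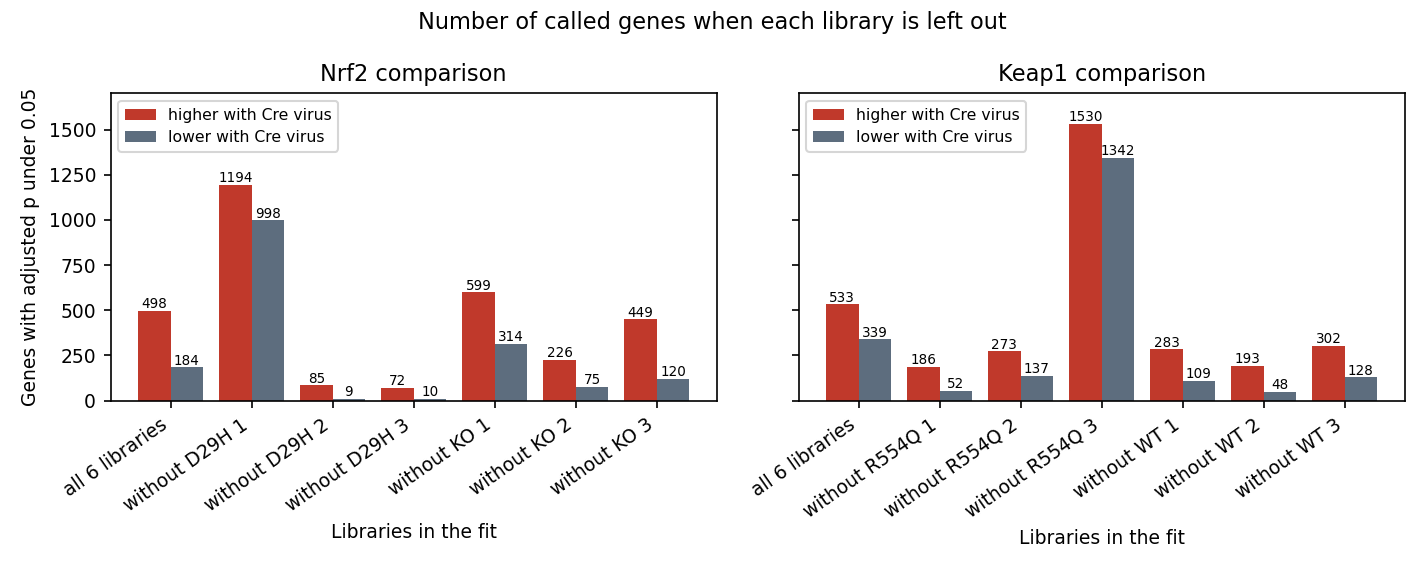
Number of genes with an adjusted p under 0.05 (edgeR), higher or lower with Cre virus, with all 6 libraries of a comparison and with each library left out in turn; the left panel is the Nrf2 comparison, with the libraries labelled knockout as KO, and the right panel the Keap1 comparison, with the wild-type libraries as WT. Leaving out D29H replicate 1 raises the counts from 498 and 184 to 1194 and 998, and leaving out R554Q replicate 3 raises them from 533 and 339 to 1530 and 1342.

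In the authors' deposited table of the Nrf2 comparison, 409 genes were higher and 354 lower at an adjusted p under 0.05, and in that of the Keap1 comparison 569 and 530. Of the 682 and 872 calls made here, 563 and 782 were also calls in the authors' deposited table, 0 of them with the opposite sign. A further 33 and 73 of the calls made here had no adjusted p in the authors' deposited table.

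Gene lists fixed beforehand were tested as sets with camera at a preset correlation, with Benjamini-Hochberg adjustment over the 10 tests of 5 lists in 2 comparisons. The NRF2 target list of 36 genes was higher in both. Its median log2 fold change was 0.68 in the Nrf2 comparison over the 35 genes tested (adjusted p 1.1e-35, camera) and 0.89 in the Keap1 comparison over 36 genes (adjusted p 5.8e-58). In the Nrf2 comparison 24 genes of the list were called higher and 1, Ugdh (log2 fold change -0.44), lower over all genes tested, against 28 higher and 1 lower when adjusted over the list alone. For the Keap1 comparison 29 were higher and 0 lower, against 32 and 0 when adjusted over the list alone. The 3 libraries of the groups did not overlap, with Cre virus higher, for 27 of 35 and 31 of 36 genes of the list, where chance gives 10% for 3 against 3 in either direction. The amino acid stress list, of serine synthesis and ATF4 target genes, was lower in both comparisons, with medians of -0.18 (adjusted p 0.00018, camera) and -0.27 (adjusted p 1.8e-07). In the Keap1 comparison 8 of its 18 genes were called lower, and 10 when adjusted over the list alone, with 1 higher. In the Nrf2 comparison 0 were called over all genes and 6 were lower when adjusted over the list alone. The proliferation list was lower, with medians of -0.31 (adjusted p 4.3e-11, camera) and -0.09 (adjusted p 0.0203). Of its 22 genes 6 and 1 (Cdk1) were called lower, and 17 and 1 when adjusted over the list alone. The interferon list was higher in the Nrf2 comparison, with a median of 0.35 over 17 genes (adjusted p 0.0035, camera) and 2 genes called (Stat2 and Bst2), or 4 when adjusted over the list alone. Without D29H replicate 1 its median was 0.13 and its adjusted p 0.273. In the Keap1 comparison its median was 0.07 over 12 genes (adjusted p 0.765), with 0 calls both over all genes and when adjusted over the list alone. The p53 target list, chosen because Cre can damage DNA, had medians of -0.02 (adjusted p 0.929, camera) and 0.06 (adjusted p 0.304). In the Nrf2 comparison 0 of its 18 genes were called either way, and in the Keap1 comparison 2 were higher (Gdf15 and Dcxr), with 2 higher and 1 lower when adjusted over the list alone. Of the 7 list tests past the threshold in camera, 3 held under fry: the NRF2 target list in both comparisons and the amino acid stress list in the Keap1 comparison. With a correlation estimated from the data, 2 held, both of the NRF2 target list.

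The overlap of the comparisons was counted over the 13860 genes tested in both, which share no libraries. Of 489 genes higher in the Nrf2 comparison and 517 in the Keap1 comparison, 145 were higher in both, where 18.2 would be shared by chance (odds ratio 14.7, p 1.2e-93, one-sided Fisher's exact test across genes, which are not independent replicates). Of 184 and 338 lower genes, 27 were shared, against 4.49 by chance (odds ratio 7.39, p 5.5e-14). No gene was called in opposite directions. Across all 13860 genes the log2 fold changes had a Pearson r of 0.43 and a Spearman rho of 0.38. This correlation is across genes, which are not independent replicates. Of the 1356 genes called in either comparison, 84.7% had the same sign in both, against 64.1% of all 13860 genes. Leaving out 1 library changed the shared count of 172 to between 56 (without D29H replicate 3) and 367 (without R554Q replicate 3).

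**Figure D3:**
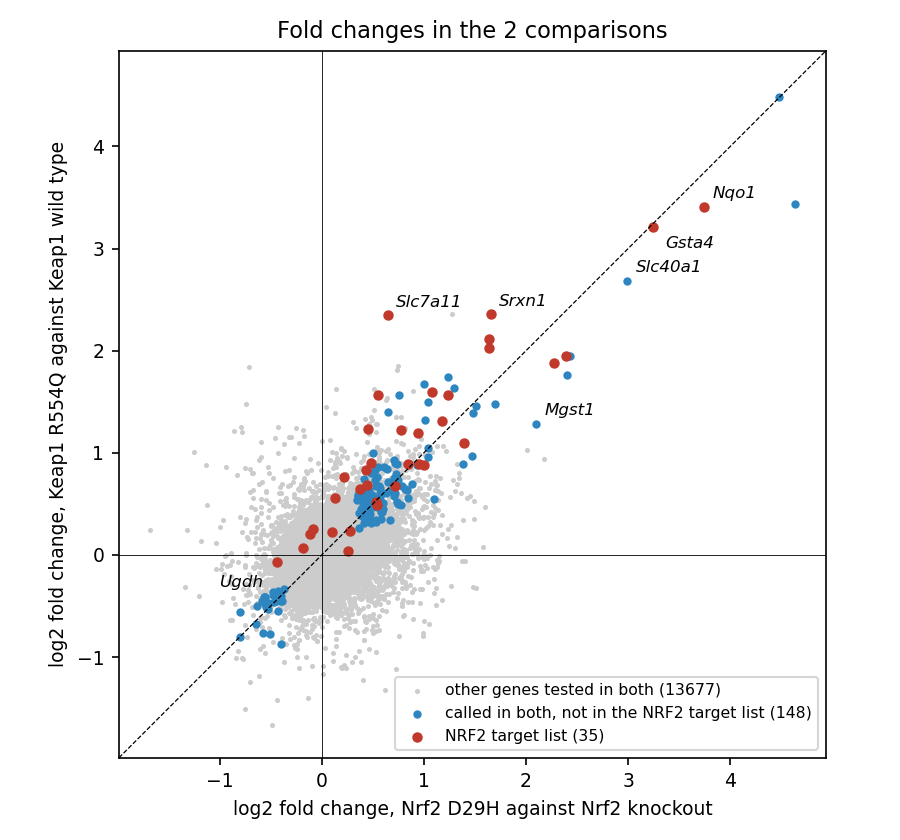
Log2 fold change of each of the 13860 genes tested in both comparisons, with Nrf2 D29H against labelled knockout on the x axis and Keap1 R554Q against wild type on the y axis; red points are the NRF2 target list, blue points other genes called in both, grey points the rest, and the dashed line marks equal change. Slc7a11 (0.65 and 2.35) and Srxn1 (1.66 and 2.35) lie above the line and Mgst1 (2.10 in the Nrf2 comparison) below it.

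Whether Cre changed a gene differently in the alleles was tested as the difference of the log2 fold changes over all 12 libraries. Of 14794 genes tested, 4 were past the threshold in edgeR. The fold change was larger in the Nrf2 comparison for Mgst1 (difference 0.82, SE 0.15, adjusted p 0.0436) and larger in the Keap1 comparison for Slc7a11 (-1.69, SE 0.30, adjusted p 0.0436), Abcc4 (-1.01, SE 0.17, adjusted p 0.0436) and Srxn1 (-0.69, SE 0.11, adjusted p 0.0402). Srxn1 had 118 ± 2.88 CPM in D29H, 37.4 ± 0.884 in labelled knockout, 302 ± 5.38 in R554Q and 59.2 ± 1.70 in wild type (SD, n = 3 each). Mgst1 had 34.4 ± 0.92, 7.91 ± 1.37, 51.4 ± 2.35 and 21.2 ± 0.811 CPM in the same order. The Slc7a11 difference was -1.30 without labelled-knockout replicate 3 (adjusted p 0.0489 in edgeR; 0.000296 to 0.208 over its 16 alternatives). The number of such genes was 71 with DESeq2, and 0 to 26 when each library was left out in turn, with 26 without D29H replicate 1.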

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

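The tests of labelled-knockout replicate 3 were chosen after the result was seen. The test of other splits and that of GC content and length were set before theirs were seen.

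Cre changed 4 genes differently in the 2 alleles, by a direct test of the difference of their log2 fold changes over all 12 libraries (edgeR, adjusted p 0.0402 to 0.0436). Mgst1 rose more in the Nrf2 comparison, by 0.82 on the log2 scale. The differences of -1.69 for Slc7a11, -1.01 for Abcc4 and -0.69 for Srxn1 mean larger rises in the Keap1 comparison. All 4 lie close to the threshold, and their adjusted p depended on the libraries used: when each of the 12 libraries was left out in turn, Mgst1 stayed past the threshold in 3 fits, Abcc4 in 4, and Slc7a11 and Srxn1 in 5 each. Their sizes moved less. The 16 alternatives were these 12 fits, RLE scaling, DESeq2, the replicate block and the GC and length offsets. Over them, the difference lay between 0.67 and 0.90 for Mgst1, between -1.88 and -1.30 for Slc7a11, between -1.12 and -0.94 for Abcc4, and between -0.73 and -0.62 for Srxn1. Outside them, a mean count of at least 50 kept the call of 1 of the 4 genes, and no filter on low counts kept all 4.

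Other splits of the samples could not decide whether chance gives a count of 4. Of 100 splits within the tables drawn from 200, the real one included, 10 gave at least 4 genes. The count of 10 is no measure of chance, because 9 of those 10, the real one included, keep the true groups of at least 1 table. The effect of Cre in that table then enters the difference, which holds for 18 of the drawn splits. Of the other 82 splits, 1 gave at least 4 genes, but there the effect of Cre adds to the spread within the groups.

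GC content and gene length were tested as a technical source, because deviations of single libraries followed both. With offsets for GC content and length, 3 of the 4 genes stayed past the threshold, all but Mgst1 (difference 0.67, adjusted p 0.0967 in edgeR; 0.00079 to 0.208 over its alternatives). These trends as the whole source of the other 3 differences are therefore argued against, and for Mgst1 the call depends on the correction. High Slc7a11 in labelled-knockout replicate 3, the shallowest library, was tested as the source of the Slc7a11 difference. Without that library the difference was -1.30 (adjusted p 0.0489; 0.000296 to 0.208 over its alternatives), so that library made the difference larger without accounting for it.

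Chance stays open, since the other splits could not decide it for a count of 4. Also open is a difference between the alleles, between the cultures that carry them, or between their control states. The Nrf2 controls are labelled as lacking functional NRF2 and the Keap1 controls are not. The control levels do not follow 1 pattern. Mgst1, which rose more in the Nrf2 comparison, started lower in labelled knockout than in Keap1 wild type (7.91 against 21.2 CPM). Of the genes that rose more in the Keap1 comparison, Slc7a11 started higher in labelled knockout (6.70 against 3.60 CPM), but Srxn1 (37.4 against 59.2 CPM) and Abcc4 (7.60 against 8.34 CPM) started lower. Culture and allele cannot be varied separately in this design.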

How the results depend on the processing

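The alternatives were fixed before the data were examined, apart from the GC and length offsets. Named genes kept their direction and side of the threshold in 442 of 496 gene and setting pairs. Of the rest, 44 became weaker, 5 stronger and 5 reversed, and 31 of the weaker ones are the 4 differences between the alleles when 1 library was left out. The pairs cover RLE scaling, DESeq2, the block by title number, the offsets and each library left out. For both comparisons they also cover upper-quartile scaling and no filter. The other alternatives are not among the pairs. Upper-quartile scaling and limma were not run on the difference between the alleles. The NRF2 target list stayed higher and past the threshold in both comparisons under every alternative run, with medians from 0.60 to 0.73 and from 0.87 to 0.97. No scaling moved the median of all genes by more than 0.022 on the log2 scale.

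Counts of calls moved in both directions when 1 library was left out. Genes higher in the Nrf2 comparison ranged from 72 to 1194 and genes lower from 9 to 998 over the 6 fits, the highest counts both without D29H replicate 1 and the lowest without D29H replicate 3 and replicate 2. In the Keap1 comparison the ranges were 186 to 1530 and 48 to 1342, the highest counts both without R554Q replicate 3 and the lowest without R554Q replicate 1 and wild-type replicate 2. Genes with a different effect ranged from 0 to 26 (26 without D29H replicate 1) and genes called in both from 56 to 367. In the main fit of the difference, 901 and 767 genes had an unadjusted p under 0.05 in edgeR, where chance gives 739.7 in both directions together. Among lists, the p53 median in the Nrf2 comparison ran from -0.060 to 0.051 (0.051 without D29H replicate 2 and 0.0083 without labelled-knockout replicate 2), none past the threshold. In the Keap1 comparison the p53 median ran from 0.027 (without wild-type replicate 3) to 0.096 (without R554Q replicate 1), again none past the threshold. The interferon median ran from 0.13 (without D29H replicate 1) to 0.50 in the Nrf2 comparison and from -0.066 (without R554Q replicate 3) to 0.18 in the Keap1 comparison. The proliferation median in the Keap1 comparison ran from -0.15 to -0.039, and was not past the threshold without R554Q replicate 1, R554Q replicate 2 or wild-type replicate 2. The amino acid stress median in the Nrf2 comparison ran from -0.27 (without D29H replicate 1) to -0.12 (without D29H replicate 2). In the Keap1 comparison it ran from -0.30 to -0.24. All of these amino acid stress fits were past the threshold in camera. In the Keap1 comparison the log2 fold change of Nfe2l2 ran from -0.17 to 0.046 (0.046 without R554Q replicate 2) and that of Keap1 from -0.035 (without wild-type replicate 2; -0.017 without R554Q replicate 2) to 0.096, none past the threshold. In the Nrf2 comparison that of Keap1 ran from 0.036 (without D29H replicate 3) to 0.22 (without D29H replicate 2), none past the threshold.

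With no filter on low counts, 456 genes were lower in the Nrf2 comparison (739 higher), 825 higher and 677 lower in the Keap1 comparison, 32 differed between the alleles and 351 were called in both. DESeq2 gave 347 lower genes in the Nrf2 comparison (402 higher), 521 lower genes in the Keap1 comparison and 71 differing between the alleles. On simulated data, which lacked the trends of the real libraries, 8.29% of its calls of a difference were false, against 3.35% for edgeR. A mean count of at least 50 left 1 gene with a different effect. GC and length offsets, chosen after seeing the data, gave 315 higher genes in the Keap1 comparison, 267 of them among the 533, and reversed the small changes there of Nfe2l2 (0.039) and Keap1 (-0.20, adjusted p 0.101 in edgeR). Of the 5 largest falls there, Klra4 lost its call under the offsets (-0.51, adjusted p 0.0783 in edgeR). Nppb (-0.74), Aspn (-0.58), Spock3 (-0.60) and Gjb2 (-0.74) kept theirs with smaller falls. With stricter thresholds, which keep fewer genes by construction, an adjusted p under 0.01 left 115 higher and 23 lower genes in the Nrf2 comparison, 191 and 51 in the Keap1 comparison, 0 with a different effect and 58 in both. A log2 fold change of at least 1 left 66 and 3, and 78 and 9. Apart from the stricter thresholds, the cause was not tested for the counts in this paragraph, and for the fits that left out 1 library it was not found.

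Among set tests, fry left the medians as they were but put the interferon (0.35) and proliferation (-0.31) lists of the Nrf2 comparison, its amino acid stress list (-0.18) and the proliferation list of the Keap1 comparison (-0.088) short of the threshold. Camera with an estimated correlation did the same to these 4 and to the amino acid stress list of the Keap1 comparison (-0.27). With GC and length offsets the proliferation list of the Keap1 comparison (-0.059) was not past the threshold and the p53 list there (0.050, adjusted p 0.0452 in camera and 0.0333 in fry) was. With these offsets and fry together, the interferon list of the Nrf2 comparison (0.30) was not past the threshold, while its proliferation and amino acid stress lists were (adjusted p 0.0343 and 0.0397).

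The numbers in the titles gave no sign of pairing the libraries. Same-numbered deviations correlated at -0.10, -0.18 and -0.20 in the Nrf2 comparison and at 0.16, -0.51 and -0.22 in the Keap1 comparison. Differently numbered libraries of the Keap1 comparison reached -0.53 (R554Q replicate 3 with wild-type replicate 1) and 0.58 (R554Q replicate 3 with wild-type replicate 2). Deviations followed GC content and length and were not recomputed with the offsets, so a pairing is not excluded. With the title number as a replicate block, 524 genes were higher and 204 lower in the Nrf2 comparison, 327 and 157 in the Keap1 comparison, and 0 differed between the alleles. The block called Slc7a11 in the Nrf2 comparison (log2 fold change 0.68, adjusted p 0.00793 in edgeR) and changed no other call of a named gene or list beyond the 4 differences. The descriptions carry other numbers, shared by only 2 libraries of each Nrf2 group. Deviations correlated at 0.024 for D29H replicate 2 with labelled-knockout replicate 1. They correlated at 0.21 for D29H replicate 3 with labelled-knockout replicate 2. As a replicate block on those 4 libraries the description numbers gave 2041 higher and 1940 lower genes, and in the Keap1 comparison the same 327 and 157. The 4 libraries leave out D29H replicate 1 and labelled-knockout replicate 3. With terms for the groups and the block, 4 libraries leave very little to measure the spread, so 2041 and 1940 are no evidence of a pairing. The unblocked fit without D29H replicate 1 gave 1194 and 998 but kept labelled-knockout replicate 3. The 2 fits thus differ in libraries as well as in the block.

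Of the 20 interferon genes, 12 passed the filter in the Keap1 comparison and 17 in the Nrf2 comparison, although the shallowest library belongs to the latter. Planned settings for normalised values do not apply to raw counts and were not run.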

Other observations

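The tests of single libraries, of the level of the NRF2 target list per library, of the reads of Nfe2l2, of the iron genes and of the effect of Cre virus as such were chosen after the results were seen.

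Other splits were counted for both comparisons. Of the 10 splits of the 6 libraries, 1 gave as many calls in the Nrf2 comparison and 1 in the Keap1 comparison, the real one each time, and the other 9 gave 0 calls. With 10 splits the share cannot go under 0.1, so chance cannot be excluded by this test alone.

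Single libraries moved the number of calls in both directions. The calls of the Nrf2 comparison fell from 682 to 82 without D29H replicate 3 and to 94 without D29H replicate 2, and those of the Keap1 comparison from 872 to 238 without R554Q replicate 1 and to 241 without wild-type replicate 2. Leaving out D29H replicate 1 raised the calls of the Nrf2 comparison 3.21 times, and leaving out R554Q replicate 3 raised those of the Keap1 comparison 3.29 times. A rise after removing a library was followed up. Each of these is the library of its group farthest from the other 2: the chi-square per degree of freedom was 23.2 and 15.3 for pairs with D29H replicate 1 against 9.84 for the pair without it, and 21.8 and 12.3 against 7.97 for R554Q replicate 3. Distance alone does not mark such a library: labelled-knockout replicate 3 was as far from its group (21.9 and 14.2 against 4.92), and leaving it out lowered the calls to 569. With GC and length offsets the ratios were 4.13 and 3.03, so trends with GC content or length do not account for the pattern. The mean log2 CPM of the NRF2 target list lay 0.0998 and 0.00975 above the higher of the other 2 Cre libraries, which differed by 0.0183 and 0.122. For R554Q replicate 3 this was within the difference between the other 2 libraries, and for D29H replicate 1 it was beyond it. Fewer cells with the induced allele would lower the list, and neither library was lower than the others of its group. Each value rests on a single library, so fewer such cells is not shown here and not excluded. Their depths, 21465397 and 20447623 counts, were within the range of the other Cre libraries. What set them apart was not found, and no biological explanation was tested.

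Labelled-knockout replicate 3 stood out in other ways. It had 14963004 counts where the other 11 libraries had at least 19661193, its description is written in a different form from the others, Slc7a11 was at 10.5 CPM against 5.19 and 4.92, and its proliferation list was the highest of the 6 libraries of its comparison (mean log2 CPM 6.74 against 6.25 to 6.55). It was tested as the source of the lower proliferation list in D29H. Without it the median was -0.24 (adjusted p 1.1e-08 in camera), and with GC and length offsets it was -0.27, so neither accounts for the list on its own. The list was not past the threshold under fry (adjusted p 0.056) and was with offsets and fry together (0.0343), so a change in proliferation between D29H and labelled knockout may be present but rests on the set test chosen. The difference between the alleles in this list had an unadjusted fry p of 0.103, with 0.0425 under the offsets and 0.0405 to 0.218 when each library was left out, and a camera p of 4.8e-06 (0.148 with an estimated correlation), so that its side of the threshold depended on the test.

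Nfe2l2 reads in the libraries labelled knockout, at 80.5% of the D29H mean, raise the question of swapped labels. This is argued against by the NRF2 target list, of which 27 of 35 genes were lower in every labelled-knockout library than in every D29H library (chance gives 10% in either direction). A candidate explanation is transcripts from the silenced allele that make no functional protein. Counts per gene do not show which exons the reads cover, so this cannot be told apart from other sources of Nfe2l2 reads.

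The NRF2 target list rose by less in the Nrf2 comparison than in the Keap1 comparison. The median difference of the log2 fold changes was -0.24, with a larger rise in the Keap1 comparison for 24 of 36 genes. The list moved together in this contrast with a fry p of 0.00473 (0.0236 after adjustment over the 5 lists), 0.00097 to 0.0172 when each library was left out, 0.00222 with GC and length offsets, and 0.019 in camera with an estimated correlation. This is consistent with a stronger effect of R554Q, of its culture or of its control state on the list, which the design does not separate. In levels, 35 of 36 genes were higher in R554Q than in D29H (median log2 difference 0.74) and 32 of 36 in Keap1 wild type than in labelled knockout (median 0.34). A candidate explanation for the second difference is basal NRF2 activity in the Keap1 wild-type cells, but both set separate cultures against each other. Other lists differed between the cultures as well: interferon genes were lower in R554Q than in D29H (median -0.99, 0 of 18 genes higher) and in wild type than in labelled knockout (median -0.58, 1 of 18 higher).

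Calls shared by the comparisons may reflect Cre rather than either allele. Of the 172 shared calls, 24 are on the NRF2 target list (0.434 by chance) and 0 on the p53 target list. Since chance gives 0.223 for the p53 list, a count of 0 decides nothing about a p53 response. The p53 list as a set was past the threshold in the Keap1 comparison with GC and length offsets, at a median of 0.050, and in no fit of the Nrf2 comparison. Effects of Cre, a p53 response included, cannot be told apart from effects of the alleles for the other 148 shared calls, because no library has Cre without an inducible allele.

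The interferon list lost its call in the Nrf2 comparison without D29H replicate 1. Its mean log2 CPM was 2.27 in D29H replicate 1, 1.79 and 1.96 in the other D29H libraries, and 1.49 to 1.83 in labelled knockout. Without replicate 1 the median log2 fold change was 0.13 (adjusted p 0.273 in camera; 2.7e-05 to 0.359 over the alternatives). The means of the other 2 D29H libraries remain above those of 2 or 3 labelled-knockout libraries, so how much of the difference rests on replicate 1 stays open.

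The amino acid stress list, which holds genes of serine synthesis and targets of ATF4, was lower in both comparisons. GC and length trends do not account for it: with offsets the medians were -0.18 and -0.33. Under fry it held in the Keap1 comparison (adjusted p 0.0057) and not in the Nrf2 comparison (0.0907), where it did with offsets and fry together (0.0397). It held in neither with an estimated correlation. A hypothesis is that activated NRF2 may lower the expression of ATF4 targets in these cells. It was not tested beyond the medians under the offsets, and Cre itself stays open as another source.

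Slc40a1, which exports iron, was among the largest rises in the Keap1 comparison, and Tfrc, which imports it, among the largest falls in the Nrf2 comparison. An iron-related change in both alleles was tested on the 6 values not already named. Of these, 5 were past the threshold in the predicted direction in edgeR: Slc40a1 in the Nrf2 comparison (log2 fold change 2.99), and the ferritin genes Fth1 (1.00 and 0.88) and Ftl1 (0.72 and 0.67) in both. Tfrc in the Keap1 comparison was not (-0.34, adjusted p 0.136), and its difference between the alleles of -0.38 had an adjusted p of 0.516. Fth1 and Ftl1 are also on the NRF2 target list, so direct NRF2 targets and a change in iron handling cannot be told apart by the 5 of 6 values.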
